# Searching beyond the streetlight: Neonicotinoid exposure alters the neurogenomic state of worker honey bees

**DOI:** 10.1002/ece3.8480

**Published:** 2021-12-20

**Authors:** Nadejda Tsvetkov, Amro Zayed

**Keywords:** agriculture, clothianidin, ecotoxicology, insects, transcriptomics

## Abstract

Neonicotinoid insecticides have been implicated in honey bee declines, with many studies showing that sublethal exposure impacts bee behaviors such as foraging, learning, and memory. Despite the large number of ecotoxicological studies carried out to date, most focus on a handful of worker phenotypes leading to a “streetlight effect” where the *a priori* choice of phenotypes to measure may influence the results and conclusions arising from the studies. This bias can be overcome with the use of toxicological transcriptomics, where changes in gene expression can provide a more objective view of how pesticides alter animal traits. Here, we used RNA sequencing to examine the changes in neurogenomic states of nurse and forager honey bees that were naturally exposed to neonicotinoids in the field and artificially exposed to neonicotinoids in a controlled experiment. We found that neonicotinoid exposure influenced the neurogenomic state of foragers and nurses in different ways; foragers experienced shifts in expression of genes involved in cognition and development, while nurses experienced shifts in expression of genes involved in metabolism. Our study suggests that neonicotinoids influence nurse and forager bees in a different manner. We also found no to minimal overlap in the differentially expressed genes in our study and in previously published studies, which might help reconcile the seemingly contradictory results often reported in the neonicotinoid literature.

## 1 INTRODUCTION

There is a large body of literature showing sometimes contradicting effects of neonicotinoid (NNI) insecticides on the health of honey bees (Alkassab & Kirchner, 2017; Carreck & Ratnieks, 2014; Lawrence et al., 2016). The discrepancy in the literature has caused an academic debate regarding the impact of NNIs on bees and the possible biases that may lead to these inconsistencies (Benuszak et al., 2017; Blacquiere et al., 2012; Carreck & Ratnieks, 2014; Cutler & Scott‐Dupree, 2016; Cutler et al., 2014). Perhaps more importantly, it has also caused different regulatory agencies to reach contradicting conclusions regarding the safety of NNIs (Canada, 2017; Department for Environment, 2017).

Part of the discrepancy in the literature can be explained by basic study methodology (e.g., field vs. laboratory conditions; Carreck & Ratnieks, 2014), yearly fluctuations in colony phenotypes, even within the same study (Osterman et al., 2019), or interactions between NNI exposure and the local environment (Woodcock et al., 2017). Moreover, researchers typically focus their efforts on a few specific phenotypes to quantify, and this “observation bias” may influence the outcomes of toxicological studies. Sublethal effects, which are defined as physiological and/or behavioral effects after an exposure to a non‐lethal dose (Alkassab & Kirchner, 2017), by their definition, are endless in scope. Practically, researchers typically decide on one or two easily quantified phenotypes to study prior to toxicological testing, and such studies will miss any sublethal effects on unstudied phenotypes. Moreover, when researchers pick a phenotype to assess, they may introduce bias by choosing phenotypes that are a priori predicted to change (or perhaps not change) following exposure. These issues collectively lead to a “streetlight effect,” which occurs when people search for missing objects (knowledge in our case!) in the place where it is easiest to look—a problem that is common in many scientific fields (e.g., Battaglia & Atkinson, 2015).

One way to reduce the “streetlight effect” in ecotoxicological studies is to quantify a very large number of phenotypes—a type of inquiry that is suitable for the application of genomics. For example, RNA sequencing (RNAseq) provides a feasible and objective way to simultaneously query transcript abundance for thousands of genes and quantify how gene expression changes in response to pesticide exposure (Grozinger & Zayed, 2020; Lozier & Zayed, 2017). With this approach, the thousands of observed phenotypes (i.e., expression of thousands of genes) are chosen without any prior knowledge. Moreover, given the large body of knowledge linking genes with biological process and molecular functions in insects (Ashburner et al., 2000; Consortium, 2019; Kanehisa & Goto, 2000), it is possible to use transcriptomics to provide insight into the typical traits, and molecular and physiological processes that are impacted by exposure to pesticides and contaminants.

In honey bees, previous research has clearly demonstrated a very strong relationship between brain gene expression and typical worker behaviors (Zayed & Robinson, 2012). For example, to our knowledge, all distinct honey bee behavioral states studied to date (e.g., aggression, scouting, foraging, communication, and learning) appear to be associated with a specific pattern of differential gene expression (i.e., neurogenomic state) in the brain involving tens to thousands of genes (Wang et al., 2013; Zayed & Robinson, 2012). In many cases, this close relationship between neurogenomic state and behavioral state is causal, where shifts in neurogenomic states lead to shifts in worker behavior (Zayed & Robinson, 2012). As such, analysis of brain transcriptomes of bees exposed to pesticides is, in theory, capable of highlighting how pesticides impact bee behavior.

Although a few studies explored the effects of NNIs on the honey bee transcriptome (Christen et al., 2018; Li et al., 2019; Morfin et al., 2019; Wu, Luo, et al., 2017), none have done so for worker bees that were naturally exposed in the field. This is important because De Smet et al. (2017) demonstrated that there is a significant difference in gene expression response to NNIs between honey bees exposed in the hive versus those exposed in laboratory cages. Additionally, it is not clear how NNI exposure influences gene expression in the different honey bee adult worker castes, such as nurses and foragers (Winston, 1991).

We analyzed the brain transcriptomes of worker honey bees exposed to NNIs under field conditions and worker honey bees that were experimentally exposed through a clothianidin spiked pollen patty placed inside the hive (Tsvetkov et al., 2017). Briefly, we first conducted a season‐long field study that utilized colonies kept immediately near and at least 3 km away from corn in Canada to determine typical routes of exposure to NNIs. Corn production represents the largest use of arable land in North America (Hamel & Dorff, 2014), and almost all corn is grown from NNI‐treated seeds (Stewart & Baute, 2013). We collected honey bee foragers and nurses from these field colonies right after corn planting in late May for gene expression analysis, allowing us to explore how natural exposure to the myriads of agrochemicals, including NNIs, influences the typical neurogenomic state of worker bees. We then performed a controlled experiment mimicking the NNI exposure we found in the field (Tsvetkov et al., 2017) by feeding honey bee colonies clothianidin‐infused pollen patties. We collected foragers and nurses 30 days after the start of the experiment allowing us to investigate how chronic sublethal exposure to clothianidin influences the neurogenomic state of worker bees.

## 2 MATERIALS AND METHODS

### 2.1 Honey bees

Honey bees were collected from colonies described in detail by Tsvetkov et al. (2017). Briefly, in the field study, 55 bee colonies were randomly allocated to five apiaries located near (<500 m) NNI‐treated corn (“exposed sites”) or to six apiaries located at least 3 km from agriculture (“unexposed sites”). For the current study (Figure 1), bees were collected from two different sites studied by (Tsvetkov et al., 2017), one near corn (Wellington 2) and one at least 3 km away from corn (Toronto 2). Each site had five colonies, and we collected five foragers and five nurses from each colony. We identified foragers as those bees returning to the hive with pollen loads and nurses as those bees who inserted their heads into a cell with larvae (Winston, 1991). The bees were collected right after corn planting on May 30, 2014 because of previous reports that corn planting coincided with bee mortality in Canada (Canada, 2012). The samples were transported to the laboratory on dry ice and later stored at −80°C until analysis. Pesticide analysis of the pollen from the Wellington county site “2” found 6.6 ppb of clothianidin and 2.0 ppb of thiamethoxam on May 5, 2014 and 11.5 ppb of clothianidin and 4.0 ppb of thiamethoxam on May 30, 2014 (Figure S1A; Tsvetkov et al., 2017). Pesticide analysis of the pollen in the colonies from the Toronto site “2” found no NNI residues in early or late May (clothianidin limit of detection [LOD]: 1.4 ppb; imidacloprid LOD: 0.7 ppb; thiamethoxam LOD: 0.7 ppb; acetamiprid LOD: 1.0 ppb; thiacloprid LOD: 0.9 ppb; nitenpyram LOD: 0.8 ppb; dinotefuran LOD: 0.6 ppb) (Tsvetkov et al., 2017). We also found coumaphos (miticide), carboxin (fungicide), imazlil (fungicide), and diuron (herbicide) in the Toronto “2” site and coumaphos and pyraclostrobin (fungicide) in the Wellington “2” site (Tsvetkov et al., 2017).

**FIGURE 1:**
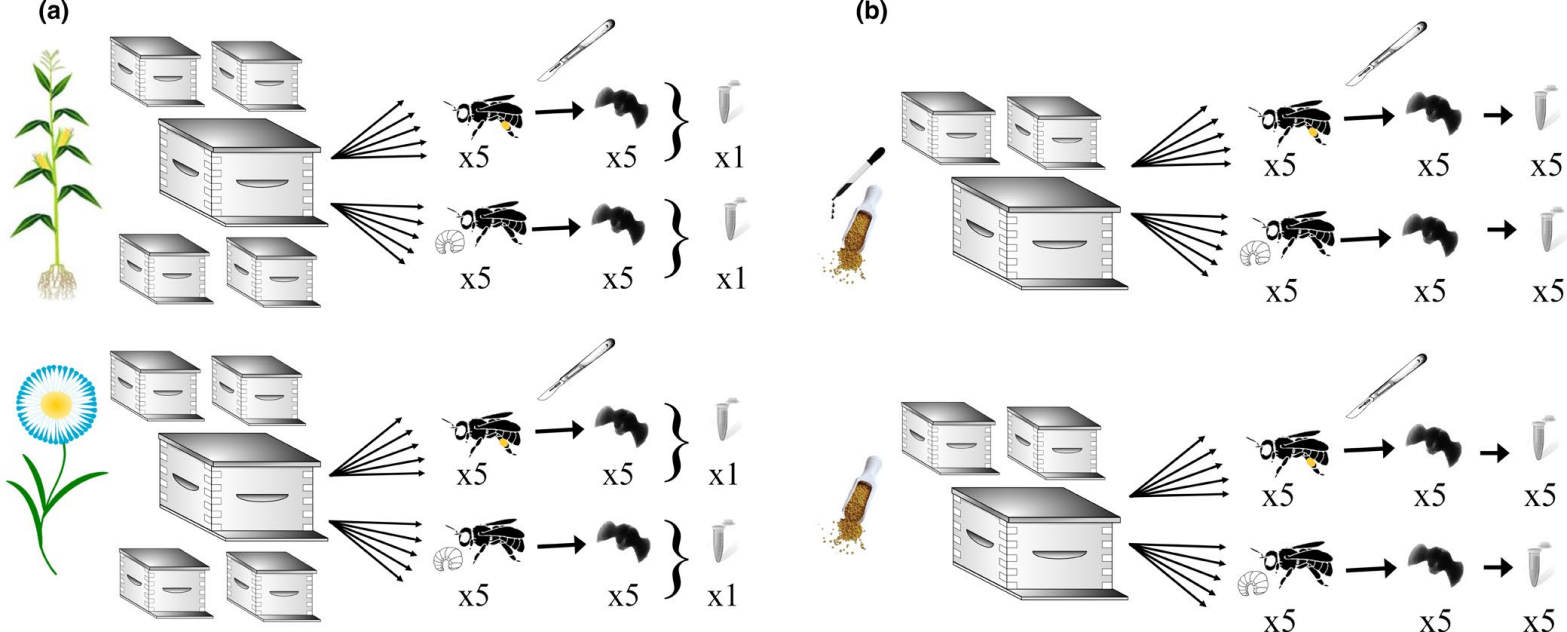
Study design. (a) Field Study—Five honey bee colonies were located near a neonicotinoid‐treated corn field, and five honey bee colonies were located at least 3 km away from agricultural fields. Five nurse bees and five forager bees were sampled from each colony. We dissected their brains and pooled five brains from each colony and each caste into a single sample for RNA extraction. (b) Apiary study—Three honey bee colonies received a pollen supplement infused with clothianidin, and three colonies received a control pollen supplement. Five nurse bees and five forager bees were sampled from each colony. We dissected their brains and extracted RNA from each of them separately

In 2015, we carried out an experiment mimicking the NNI field exposure found in 2014 (Tsvetkov et al., 2017). Ten colonies in a single apiary received artificial pollen for a 12‐week period. Half of the colonies received a pollen patty spiked with clothianidin, the most commonly found NNI in the field study. The exposure started with 4.9 ppb of clothianidin in week 1 and was lowered each week, until the dose reached 2.0 ppb at week 5 and stayed the same until week 12 (Figure S1B). Five nurses and five foragers were collected from each queen‐right colony 30 days after the start of our experiment. All of the bees were placed on dry ice immediately after collection and then stored at −80°C.

### 2.2 RNA extraction and analysis

We performed the brain dissections on dry ice in cold ethanol. The hypopharyngeal gland was removed as well as the ocelli. For the field bees, five nurse brains were pooled into one sample and five forager brains were pooled into another sample, while for the apiary bees, each brain was extracted and analyzed individually. We extracted RNA from the brains using RNeasy Mini Kit (Qiagen) following manufacturer instructions.

The samples were sent to Gѐnome Quѐbec's Innovation Center for stranded library preparations and illumina RNA sequencing with HiSeq4000 PE100, with 100 base pairs read length. We used Trimmomatic (Bolger et al., 2014) to remove adapters, low quality bases (leading and trailing 20), and low quality reads (reads shorter than 50 bases and when the average quality per base drops below 25 for a 20 base window). After filtering, the average across samples was 41.7 million sequences in 98.4 base pair length. Then, we used FastQC (Bioinformatics, 2011) to perform quality control checks on the following criteria: mean quality score, per sequence quality score, per base sequence content (ATGC), per sequence GC content, per base N content, sequence length distribution, and adapter content. The data successfully passed the quality check in all relevant areas.

The field and apiary studies were analyzed separately. At the time of bee collection, three exposed and three unexposed colonies were queen‐right, and a single sample of nurses from an unexposed field site was lost. Thus, the field study had a total of 19 pooled samples, and the apiary study had 60 samples. The RNA sequences were aligned and gene expression quantified with the amel 4.5 *Apis mellifera* genome assembly and Official Gene Set v3.2 (C. Elsik et al., 2014; Elsik et al., 2015; Weinstock et al., 2006) using Spliced Transcripts Alignment to a Reference (Dobin et al., 2013). The gene expression counts were then processed using EdgeR (McCarthy et al., 2012; Robinson et al., 2010) in R version 3.6.3 (Team, 2005). Any genes that had an expression count lower than 1 count per million (cpm) in less than two samples were filtered out. We detected the following number of expressed genes after filtering: field foragers: 10,976; field nurses: 10,852; apiary foragers: 11,381; and apiary nurses: 11, 271. The remaining counts were normalized using the default trimmed mean of M‐values method (McCarthy et al., 2012; Robinson et al., 2010). The dispersions of the models were estimated using the Cox–Reid profile‐adjusted likelihood method (McCarthy et al., 2012). Genes were denoted as differentially expressed if the *p*‐value was below .05 after a Benjamini adjustment (Benjamini & Hochberg, 1995).

### 2.3 Functional annotation analysis

In order to gain further insight into the function of the differentially expressed genes, we converted the honey bee genes into *Drosophila melanogaster* homologues using HymenopteraMine (Elsik et al., 2016). We mapped the following number of genes onto *D*. *melanogaster*: 2014 foragers: 7974; 2014 nurses: 7954; 2015 foragers: 8097; and 2015 nurses: 8075. Then, we analyzed the differentially expressed genes using DAVID 6.8 (Huang et al., 2008a, 2008b). We used the following options: Biological Process All, Molecular Function All, and Cellular Component All, as well as Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway analysis and Keywords. The *p*‐values for the enrichment analyses were corrected using the Benjamini adjustment (Benjamini & Hochberg, 1995). Illustrations of the enrichment analysis were performed using the online tool GOrilla (Eden et al., 2007, 2009) using the *D*. *melanogaster* homologues.

### 2.4 Comparisons

We compared our gene lists with previously published research on the effects of NNIs on honey bee gene expression (Christen et al., 2018; Derecka et al., 2013; Li et al., 2019; Morfin et al., 2019; Shi et al., 2017; Wu, Chang, et al., 2017; Wu, Luo, et al., 2017). Previously published differentially expressed gene lists were obtained from the supplementary data provided by the authors with each publication. Where required, the gene names were converted into the current iteration of the honey bee genome annotation using HymenopteraMine (Elsik et al., 2016). These gene lists were compared with the differentially expressed genes found in our study and with the background gene lists from our study. Then, a hypergeometric test (Johnson et al., 2005) was conducted in order to determine if the overlap was statistically different from chance and a *p*‐adjustment was done using the Holm–Bonferroni method (Holm, 1979). These tests were performed in R version 3.6.3 (Team, 2005).

## 3 RESULTS

### 3.1 Field study—foragers

We detected 278 differentially expressed genes (DEGs; Benjamini corrected *p* < .05) in the brains of foragers collected from colonies located near and far from NNI‐treated corn. 

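The field data were RNA sequencing libraries of honey bee brains, with 5 brains of the same caste and colony pooled in each library. There were 5 forager pools and 5 nurse pools from the site near corn, where the paper reports 11.5 ppb of clothianidin and 4.0 ppb of thiamethoxam in pollen on the date of sampling. From the distant site there were 5 forager pools and 4 nurse pools. All exposed pools came from a single site and all unexposed pools from another, so that exposure and site cannot be told apart. The authors trimmed the reads with Trimmomatic, aligned them with STAR to the honey bee genome, removed genes with low counts, scaled the libraries by TMM and deposited log2 CPM values for each caste in a table normalized on its own. The whole reads behind these values were worked back from their equal steps, and gave 17.3 to 34.7 M reads in genes per exposed forager pool (median 23.7 M) and 24.0 to 34.1 M per unexposed forager pool (median 26.6 M). Exposed nurse pools had 22.8 to 36.2 M (median 26.5 M) and unexposed nurse pools 21.5 to 26.4 M (median 25.6 M). Exposed and unexposed pools of each caste were compared with limma on the deposited log2 CPM, with a mean-variance trend and a two-sided test, and p-values were adjusted by Benjamini-Hochberg over all genes of the table. The deposited values hold a small prior count, which shrinks the fold changes of genes with few reads. Limma's fold changes are differences between means of log2 values, in which single high libraries weigh less than in ratios of mean counts. Gene names were paired with the gene IDs of the files through Tables S1, S3 and S4 of the paper and the fold changes in its text.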

Two hundred fifty one of them were upregulated in the field‐exposed foragers (Table S1). 

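LOC100576096, described as a non-muscle myosin heavy chain (GB40548), averaged 4.33 ± 1.98 log2 CPM (SD, n = 5 pools) in exposed and 2.58 ± 0.66 (SD, n = 5) in unexposed field foragers, a log2 fold change of 1.75 (standard error 0.79, adjusted p = 0.202 from limma). The exposed pool 2J4, at 1.67, lay below every unexposed pool, and GB40548 in field foragers had a log2 fold change of 1.13 without the exposed pool 2J3. LOC551706, an unconventional myosin-IXb (GB54226), had a log2 fold change of 1.07 (standard error 0.35, adjusted p = 0.122 from limma). LOC551782, a bestrophin-4 and so a member of a family of chloride channels (GB48190), averaged -0.14 ± 0.49 log2 CPM (SD, n = 5) in exposed and 1.99 ± 2.28 (SD, n = 5) in unexposed pools, a log2 fold change of -2.13 (standard error 0.89, adjusted p = 0.179 from limma). With the sequencing lane as a term GB48190 in field foragers had -0.53. The unexposed pools 1J9 and 2J7, at 3.58 and 4.42, each stand alone in a lane and so do not count in that fit. Of the 278 genes in the paper's Table S1 for field foragers, 251 averaged higher and 27 lower in exposed pools. None of them passed limma's test over all genes, and 251 were higher and 26 lower when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. Over the 10976 genes tested, limma called 0 genes at an adjusted p below 0.05, with a lowest adjusted p of 0.0956, and 2657 genes had an unadjusted p below 0.05, 1176 of them higher and 1481 lower in exposed foragers. Without the exposed pool 2J1, limma called 2921 genes, 1592 of them higher, and these held 265 of the genes in Table S1. A negative binomial test on the recovered reads, chosen after the values were seen, called 297 genes, 261 of them higher, with 265 in Table S1, and called 2221 without 2J1 and 5 without the unexposed pool 2J7.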

A GO analysis showed a significant enrichment of several biological processes, including “regulation of transcription” (Figure S2A, Benjamini corrected *p* < .05, Table S2), as well as an array of post‐embryonic development processes, including “tube development” (Figure S2B, Benjamini corrected *p* < .05, Table S2). We also examined if specific annotation clusters were enriched among DEGs and found that the top three clusters contained terms associated with “post‐embryonic development” (Enrichment score 8.35, Table S2), “tissue development” (Enrichment score 5.27, Table S2), and “brain development” (Enrichment score 3.93, Table S2). Other notable enriched clusters were “neuron development,” “learning and memory,” and “regulation of glucose metabolic process” (Table S2).

The GO analysis revealed an enrichment for regulation of transcription; thus, we compared our honey bee DEGs with the transcription factors identified in the honey bee transcriptional regulatory network discovered by Chandrasekaran et al. (2011). 

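Of the transcription factors in Table S3, most averaged higher in the foragers near corn. Mblk-1 (GB50048), first described in the mushroom bodies of the honey bee brain, averaged 10.56 ± 0.49 log2 CPM (SD, n = 5 pools) in exposed and 9.68 ± 0.45 (SD, n = 5) in unexposed foragers, a log2 fold change of 0.87 (standard error 0.26, adjusted p = 0.109 from limma). The forkhead gene Foxp (GB40150) had a log2 fold change of 0.59 (standard error 0.21, adjusted p = 0.141 from limma), the Sox-2 gene LOC408411 (GB50686) 0.74 (standard error 0.22, adjusted p = 0.112) and the dachshund homologue LOC411009 (GB44042) 0.81 (standard error 0.30, adjusted p = 0.145). For the retinal homeobox gene LOC724983 (GB49611) each of the 5 exposed pools lay above each unexposed pool, and for the other transcription factors of Table S3 that averaged higher 4 of the 5 exposed pools did. Pool 2J1 lay apart below the other exposed pools in 9 of these genes by Dixon's test, which flags about 5% of groups by chance. Of the 16 transcription factors in Table S3, 14 averaged higher and 2 lower, none passed limma's test over all genes, and all 16 passed when adjusted over the list alone, a list that the study chose on these libraries. As a set, with a median log2 fold change of 0.60, they ranked above the other genes with camera at its preset correlation (adjusted p = 1.9e-05), but not with an estimated correlation (adjusted p = 0.251 with an estimated correlation). Without pool 2J1, limma called all 16, and the negative binomial test with every pool called 15, leaving out LOC411780.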

We found 16 overlapping transcriptional factors, which represented a statistically significant overlap (Table S3; hypergeometric test, *p* < .001). Twelve of these 16 transcription factors are involved in behavioral maturation of honey bee workers, while four were involved in foraging behaviors (Chandrasekaran et al., 2011). Two of the transcription factors were downregulated in foragers located near NNI‐treated corn. 

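The 2 transcription factors with lower values near corn were Kr-h1 (GB43022), a zinc finger gene that responds to juvenile hormone, and LOC411780 (GB49050), a zinc finger gene. Kr-h1 averaged 4.49 ± 0.22 log2 CPM (SD, n = 5 pools) in exposed and 5.10 ± 0.12 (SD, n = 5) in unexposed foragers, a log2 fold change of -0.61 (standard error 0.11, adjusted p = 0.0956 from limma). LOC411780 averaged 6.36 ± 0.14 (SD, n = 5) and 6.75 ± 0.09 (SD, n = 5), a log2 fold change of -0.38 (standard error 0.08, adjusted p = 0.0956 from limma). In both genes each of the 5 exposed pools lay below each of the 5 unexposed pools. For Kr-h1 the adjusted p was 0.00706 in limma without pool 2J1, a fit that called 2921 genes. Pool 2J1 had the lowest Kr-h1 value of the exposed pools, 4.18 log2 CPM. Without it the log2 fold change of Kr-h1 was smaller, at -0.54, so the lower adjusted p did not come from a larger difference.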

One was *kruppel homologue 1* (*Kr*‐*h1*) and the other *zinc finger protein 578* (*LOC411780*). Several detoxification genes were also differentially expressed. They were as follows: *CYP9Q1* (*LOC410492*; logFC: 0.70), *cytochrome P450 314A1* (*Cyp314a1*; also known as *shade*; logFC: 0.62), *carboxylesterase* (*LOC726134*; logFC: 1.10), and *NADPH*‐*cytochrome P450 reductase* (*LOC724870*; logFC = −0.45).

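The 4 detoxification genes could not be assigned to a single gene ID each, since several genes of Table S1 share the rounded fold change that the paper prints for them. For CYP9Q1, a cytochrome P450 that metabolizes insecticides, the 5 possible genes had log2 fold changes from 0.66 to 0.73 in exposed foragers (standard errors 0.14 to 0.21, adjusted p from 0.0956 to 0.113 from limma). The 3 possible genes for Cyp314a1, which makes the active moulting hormone, lay between 0.58 and 0.60 (adjusted p from 0.0956 to 0.140 from limma). For the carboxylesterase LOC726134 the 2 possible genes had log2 fold changes of 0.93 and 0.98 (adjusted p from 0.108 to 0.154 from limma). The NADPH-cytochrome P450 reductase LOC724870, the electron donor of the P450 enzymes, has 2 possible genes, with log2 fold changes of -0.45 in each (standard error 0.09, adjusted p = 0.0956 from limma). Each of these genes is in Table S1 and none passed limma's test over all genes.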

### 3.2 Field study—nurses

In contrast to the large number of DEGs found in foragers, we only detected nine differentially expressed genes (Benjamini corrected *p* < .05) in nurses, most of which (seven genes) where downregulated in the bees collected near NNI‐treated corn. 

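Of the 9 genes in the paper's Table S1 for field nurses, 7 averaged lower and 2 higher in exposed pools, with a median log2 fold change of -2.12. None of the 9 passed limma's test over all genes, and 2 were higher and 4 lower when adjusted over the list alone, a list chosen on these libraries. Over the 10852 genes tested, limma called 0 genes at an adjusted p below 0.05, with a lowest adjusted p of 0.658, and 454 genes had an unadjusted p below 0.05, 271 of them higher and 183 lower. The negative binomial test on the recovered reads called 8 genes, 7 of them lower, and all 8 are in Table S1. Its count ran from 3 without the exposed pool 2J5 to 16 without the unexposed pool 2J6. Without the unexposed pools 1J7 and 2J7, a fit chosen after the values were seen, it called 22 genes, 17 higher and 5 lower, with 3 in Table S1.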

A GO analysis revealed an enrichment of the annotation term “signal” (Benjamini corrected *p* < .008, Table S2). The KEGG pathway “starch and sucrose metabolism” was marginally enriched among the DEGs (Benjamini corrected *p* = .054, Table S2). The largest log fold change was observed for *alpha*‐*amylase* (*LOC406114*; logFC: −5.62), *chymotrypsin inhibitor* (*LOC725114*; logFC: −5.09), and *pancreatic triacylglycerol lipase* (*LOC551268*; logFC: −4.09). 

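The alpha-amylase gene LOC406114 (GB49854), an enzyme that digests starch, averaged 2.01 ± 0.68 log2 CPM (SD, n = 5 pools) in exposed and 6.26 ± 2.81 (SD, n = 4) in unexposed nurses, a log2 fold change of -4.25 (standard error 1.07, adjusted p = 0.658 from limma). The chymotrypsin inhibitor LOC725114 (GB50118) averaged 0.32 ± 0.95 (SD, n = 5) and 4.79 ± 1.96 (SD, n = 4), a log2 fold change of -4.47 (standard error 0.83, adjusted p = 0.658 from limma). In both genes each exposed pool lay below each unexposed pool. The lipase LOC551268 (GB43510) averaged -1.88 ± 0.52 (SD, n = 5) and -0.08 ± 3.34 (SD, n = 4), and its log2 fold change of -1.80 (standard error 1.27) lay within the spread of the unexposed pools. The unexposed pools fell apart into pairs. The alpha-amylase gene reached 8.94 and 8.42 log2 CPM in pools 1J7 and 2J7 and 3.58 and 4.08 in pools 2J6 and 2J10, and the lipase reached 3.40 and 1.99 in the first pair alone. Without pools 1J7 and 2J7 the log2 fold change of the lipase was 0.98, that of GB49854 in field nurses -1.83 and that of GB50118 in field nurses -2.80, in a fit chosen after the values were seen.

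**Figure D1:**
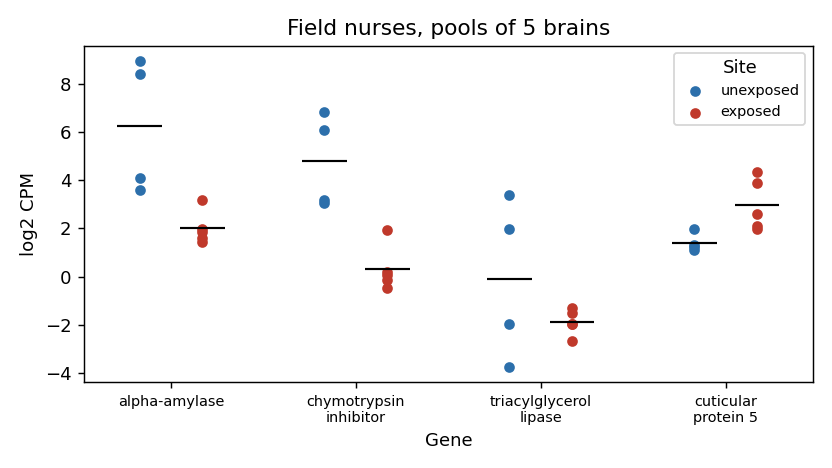
Log2 CPM of the genes of alpha-amylase, the chymotrypsin inhibitor, the triacylglycerol lipase and cuticular protein 5 in field nurses. Each point is a pool of 5 brains from 1 colony (5 exposed, 4 unexposed) and each line a group mean. The unexposed pools lie in an upper and a lower pair for the first 3 genes, and each of the 5 exposed pools lies above each unexposed pool for cuticular protein 5.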

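Cuticular protein 5 (CPR5, GB40299), a structural protein of insect cuticle, averaged 2.98 ± 1.07 log2 CPM (SD, n = 5 pools) in exposed and 1.39 ± 0.39 (SD, n = 4) in unexposed field nurses. Its log2 fold change was 1.59 (standard error 0.49, adjusted p = 0.658 from limma). LOC100578072 (GB49772), an uncharacterized gene with few reads, averaged 0.61 ± 0.61 (SD, n = 5) and -1.12 ± 0.65 (SD, n = 4), a log2 fold change of 1.73 (standard error 0.40, adjusted p = 0.658 from limma). In both genes each exposed pool lay above each unexposed pool. The exposed pools 2J2 and 2J4 had 4.34 and 3.89 log2 CPM of CPR5 and the other exposed pools between 1.98 and 2.58.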

Out of the two upregulated genes found in the nurses collected near NNI‐treated corn, *cuticular protein 5* (*CRP5*) had the highest logFC change (1.90), while the other was uncharacterized (L*OC100578072*; logFC = 1.88).

### 3.3 Apiary experiment—foragers

We discovered 45 genes to be differentially expressed (Benjamini corrected *p* < .05) in the apiary foragers, of which 38 were upregulated in the clothianidin exposed bees relative to controls. 

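The apiary data were libraries of single brains, from 5 foragers and 5 nurses of each of 6 colonies at the same apiary. For each caste there were 15 exposed bees, from the colonies C21, C23 and C28, which had received pollen patties with clothianidin (the paper states 4.9 ppb at first and 2.0 ppb later), and 15 unexposed bees, from the colonies C25, C26 and C27. Exposure was given to colonies, and the bees were taken as replicates here as in the paper, so that p-values over bees also carry the differences between 3 colonies and 3 others. The values were made and tested as for the field bees, in a table for each caste. The recovered reads in genes ran from 19.7 to 36.3 M per exposed forager (median 27.9 M) and had a median of 25.5 M per unexposed forager. They ran from 10.5 to 34.2 M per exposed nurse (median 26.4 M) and from 23.4 to 45.1 M per unexposed nurse (median 26.9 M). The sample labels name 2 sequencing runs. Of the foragers, 7 exposed bees were in the first run and 8 exposed and all 15 unexposed bees in the other. Of the nurses, 6 exposed and 1 unexposed bees were in the first run.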

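Of the 45 genes in the paper's Table S1 for apiary foragers, 38 averaged higher and 7 lower in exposed bees, and 32 were higher and 7 lower when adjusted over the list alone, a list chosen on these libraries. Over the 11381 genes tested, limma called 1 gene at an adjusted p below 0.05, GB53776, with lower values in exposed foragers, and 1082 genes had an unadjusted p below 0.05. Limma called 23 genes among the bees of the second run alone, 0 genes on the means of the 6 colonies, 68 without colony C23 and 0 without colony C26. Of the 8 exposed foragers in the second run 5 are of C21, so the fit of that run compares mainly this colony with the unexposed bees. The negative binomial test on the recovered reads called 49 genes, 41 of them higher, with 44 in Table S1, and called 155 without C23 and 22 without C26.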

A GO analysis of revealed no enriched processes after a Benjamini correction (*p* > .05; Table S2). 

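LOC100576096, described as a non-muscle myosin heavy chain (GB40548), averaged 3.60 ± 2.27 log2 CPM (SD, n = 15 bees) in exposed and 1.81 ± 0.82 (SD, n = 15) in unexposed apiary foragers, a log2 fold change of 1.79 (standard error 0.59, adjusted p = 0.36 from limma). In apiary nurses it averaged 2.91 ± 2.31 (SD, n = 15) and 1.38 ± 0.72 (SD, n = 15), a log2 fold change of 1.53 (standard error 0.60, adjusted p = 0.234 from limma). The high values lay in colony C21, with 4 of its 5 foragers and 3 of its 5 nurses at least 3 log2 units above the median of all bees of their caste, and no bee of another colony lay that high. The mean of colony C21 was 6.12 ± 2.37 (SD, n = 5 bees) in foragers and 5.08 ± 2.91 (SD, n = 5) in nurses. The exposed colonies C23 and C28 averaged 2.04 ± 0.20 and 2.63 ± 0.46 (SD, n = 5 each) in foragers, and the unexposed colonies averaged from 1.65 to 2.10. Without colony C21 the log2 fold change was 0.53 in foragers and 0.45 in nurses. In field nurses the gene averaged 2.20 ± 1.56 (SD, n = 5 pools) in exposed and 3.71 ± 2.50 (SD, n = 4) in unexposed pools, a log2 fold change of -1.51 (standard error 1.13, adjusted p = 0.658 from limma).

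**Figure D2:**
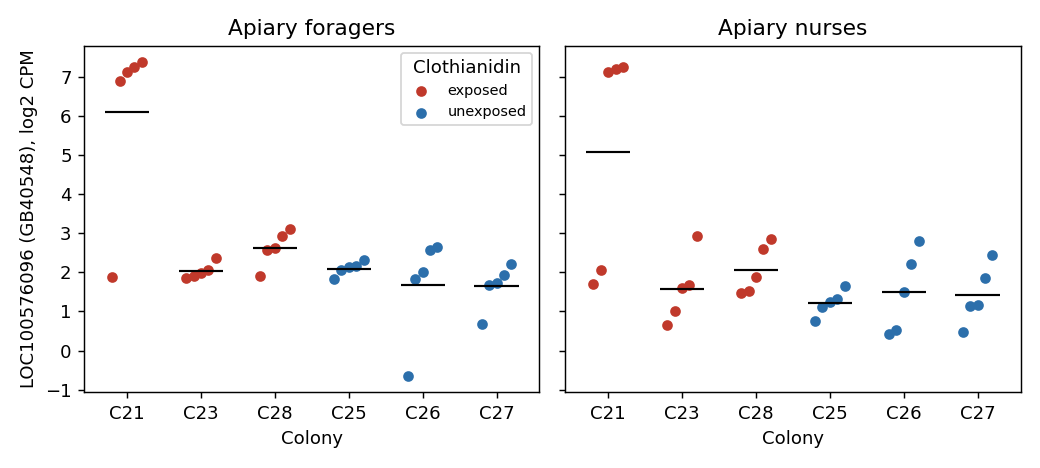
Log2 CPM of LOC100576096 in apiary foragers (left) and apiary nurses (right) by colony, with exposed colonies in red and unexposed colonies in blue. Each point is the brain of 1 bee (5 per colony and caste) and each line a colony mean. The highest points are 4 foragers and 3 nurses of colony C21, and the highest forager reaches 7.40.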

*Myosin heavy chain*, *non*‐*muscle* (*LOC100576096*) had one of the largest fold changes (3.47) and was also differentially expressed in field foragers and apiary nurses. 

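LOC551706, the unconventional myosin-IXb gene (GB54226), averaged 4.63 ± 0.53 log2 CPM (SD, n = 15 bees) in exposed and 4.06 ± 0.41 (SD, n = 15) in unexposed apiary foragers. Its log2 fold change was 0.57 (standard error 0.17, adjusted p = 0.237 from limma), and 4 of the 15 exposed bees lay above every unexposed bee. Over the alternatives set before the data were examined its log2 fold change ran from 0.36 to 0.79, and the lowest adjusted p among them was 0.0300. Brachyury is not given here, since its gene ID could not be paired with its name from the tables used.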

A transcription factor, *brachyury protein* (*LOC412976*) and *unconventional myosin*‐*IXb* (*LOC551706*), an orthologue of *dachs*, were also upregulated.

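GB53776, which the tables used do not pair with a name, fell in the clothianidin-exposed foragers. It averaged 1.18 ± 0.56 log2 CPM (SD, n = 15 bees) in exposed and 2.43 ± 0.50 (SD, n = 15) in unexposed foragers, a log2 fold change of -1.25 (standard error 0.19, adjusted p = 0.00245 from limma). Of the 15 exposed foragers, 10 lay below every unexposed forager, and the 3 exposed colony means, from 0.87 to 1.39, lay below the 3 unexposed ones, from 1.93 to 2.69. In nurses of the same colonies it averaged 0.80 ± 0.59 (SD, n = 15) and 1.76 ± 0.64 (SD, n = 15), with an adjusted p of 0.0692 from limma, and with the sequencing lane as a term GB53776 in apiary nurses had a log2 fold change of 0.13. That nurse fit rests on few bees and decides nothing. With the sequencing lane as a term the forager fit compares 1 exposed bee with 3 unexposed bees, which cannot decide the call. The call of GB53776 in foragers held with colony as a random block (adjusted p = 0.00869) and was lost without colony C26 (adjusted p = 0.102), without colony C27 (adjusted p = 0.124) and on colony means (adjusted p = 0.884). Its log2 fold change lay between -2.05 and -0.96 in every alternative set before.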

Only seven genes were downregulated in the clothianidin‐exposed foragers. 

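The lipase gene LOC551268 (GB43510) averaged 0.74 ± 1.91 log2 CPM (SD, n = 15 bees) in exposed and 3.06 ± 2.18 (SD, n = 15) in unexposed apiary foragers, a log2 fold change of -2.32 (standard error 0.71, adjusted p = 0.279 from limma). The exposed colonies C21 and C23, with means of -0.65 and 0.14, lay below every unexposed colony. The exposed colony C28, at 2.73, lay slightly above the unexposed colonies C27 and C26, at 2.52 and 2.64, and below C25, at 4.03. With the sequencing lane as a term the log2 fold change was 1.32, but that fit compares 1 exposed bee of C28 with 3 unexposed bees of C27. LOC409360 (GB40899), a gene of a fatty acid hydroxylase domain, averaged -1.26 ± 0.68 (SD, n = 15) and -0.29 ± 1.61 (SD, n = 15), near the floor of detection. Its log2 fold change was -0.97 (standard error 0.43, adjusted p = 0.496 from limma), and no exposed bee lay below every unexposed bee. It rested on the unexposed colony C26, without which GB40899 in apiary foragers had a log2 fold change of -0.22 (adjusted p = 0.963).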

The two most downregulated were *triacylglycerol lipase* (*LOC551268*; logFC: −2.70), which was also differentially expressed in apiary nurses, and *fatty acid hydroxylase domain*‐*containing protein 2* (*LOC409360*; logFC: −2.02). The other genes of note were *cyp6as5*, *NADPH oxidase 5*, and *fatty acid hydroxylase domain*‐*containing protein 2*‐*like* (*LOC727357*). All are involved in oxidoreductase, and all were downregulated.

### 3.4 Apiary experiment—nurses

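In apiary nurses 6 genes passed limma's test, and the tables used pair none of them with a name. GB41160 fell from 3.38 ± 0.39 log2 CPM (SD, n = 15 bees) in unexposed to 2.52 ± 0.45 (SD, n = 15) in exposed nurses, a log2 fold change of -0.86 (standard error 0.15, adjusted p = 0.0347 from limma), and GB49981 fell by 0.77 on the log2 scale (standard error 0.14, adjusted p = 0.0347). GB41078 rose by 0.35 on the log2 scale (standard error 0.07, adjusted p = 0.0388 from limma) and GB49249 by 0.23 (standard error 0.05, adjusted p = 0.0388). Of these 6 genes 3 were higher and 3 lower, and 4 are in the paper's Table S1. Of the 63 genes in that table, 41 averaged higher and 22 lower in exposed nurses, and 21 were higher and 21 lower when adjusted over the list alone, a list chosen on these libraries. In 21 of the 41 that averaged higher, the highest of all bees was the exposed nurse C21-N3. Over all genes tested 1712 had an unadjusted p below 0.05. Limma called 0 genes with colony as a random block, 0 with the lane as a term, 0 on colony means, 0 without colony C28, 157 without colony C23, from 2 to 117 without each of the other colonies, and 0 without the nurse C21-N3, and the negative binomial test called 60 genes, 59 of them in Table S1, and 18 without that nurse.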

We detected 63 DEGs, 41 of which were upregulated in the clothianidin‐exposed nurses relative to controls. A GO analysis showed a significant enrichment of the cellular component “extracellular region” (Benjamini corrected *p* = .005, Table S2) and the annotation term “signal” (Benjamini corrected *p* = .001, Table S2). No other terms were statistically significant after a Benjamini correction (*p* > .05; Figure S3; Table S2). 

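The cuticle protein gene LOC725804 (GB48862) was at or near the floor of the table in most nurses and high in a few. It averaged -1.58 ± 3.15 log2 CPM (SD, n = 15 bees) in exposed and -3.57 ± 0.58 (SD, n = 15) in unexposed nurses, a log2 fold change of 1.99 (standard error 0.80, adjusted p = 0.247 from limma). In 5 of the 15 exposed nurses it lay above every unexposed nurse, and the highest values were 6.88 in a nurse of colony C21 and 3.41 in a nurse of colony C23. With the sequencing lane as a term GB48862 in apiary nurses had a log2 fold change of 0.93. AMP deaminase 2 (GB44610), an enzyme of purine metabolism, averaged -1.46 ± 2.84 (SD, n = 15) and -3.13 ± 0.55 (SD, n = 15), a log2 fold change of 1.68 (standard error 0.72, adjusted p = 0.275 from limma). It lay above every unexposed nurse in 7 of the 15 exposed nurses, but the values of 4.92 and 4.85 in 2 nurses of colony C23 stood far above all others, and GB44610 in apiary nurses had a log2 fold change of 1.04 without that colony.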

Here, the highest log fold change (8.51) was for *cuticle protein 18*.*7* (*LOC725804*) and *AMP deaminase 2* (logFC: 6.26). One transcription factor was upregulated, a *homeobox protein Hox*‐*B1a* (*LOC724422)*. One of the most downregulated genes was *TOX high mobility group box family member 3*‐*like* (*LOC107965368*; logFC: −2.15).

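LOC107965368, a gene similar to TOX high mobility group box family member 3 (GB55100), averaged -2.21 ± 0.74 log2 CPM (SD, n = 15 bees) in exposed and -1.39 ± 1.78 (SD, n = 15) in unexposed nurses. Its log2 fold change was -0.83 (standard error 0.49, adjusted p = 0.412 from limma), and no exposed nurse lay below every unexposed nurse. Without the unexposed colony C25 the log2 fold change was 0.012.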

### 3.5 Overlapping DEGs

We compared the genes that were differentially expressed in our different experiments (Figure 2; Table S4). 

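Field foragers and apiary foragers shared 0 genes called by limma, since it called 0 and 1 gene in them. Field nurses and apiary nurses likewise shared 0 genes, from 0 and 6 calls. Of the 5 genes that Table S1 lists for foragers in both studies, the myosin genes LOC100576096 and LOC551706 and GB40547 were higher in exposed foragers of both studies. The bestrophin gene LOC551782 had a log2 fold change of -2.13 (standard error 0.89) in field foragers (for GB48190 in field foragers -0.53 with the sequencing lane as a term) and 0.64 (standard error 0.55) in apiary foragers, and GB43377 had -0.68 (standard error 0.19) and 0.91 (standard error 0.36). In the apiary each of these directions turned without a single colony: GB48190 in apiary foragers had -0.32 without C21 and GB43377 in apiary foragers -0.015 without C28. With the sequencing lane as a term GB43377 in apiary foragers had 3.23. That fit compares 1 exposed bee of C28, the colony where GB43377 was high (mean 5.04), with 3 unexposed bees of C27, so it cannot decide the direction. Over the 10938 genes in both tables, the lists of Table S1 hold 277 and 40 genes and overlap in 5, where 1.01 are expected by chance (one-sided hypergeometric test, p = 0.00320), and 3 of the 5 have the same direction. For nurses, the lists hold 8 and 52 of the 10837 genes in both tables, and share 1 gene, CPR5 (p = 0.0378 by the same test), which averaged higher in exposed nurses of both studies but by 0.10 in the apiary without the nurse C21-N3 (GB40299 in apiary nurses, a fit chosen after the values were seen). At an unadjusted p below 0.01 in limma, foragers of both studies shared 9 genes where 20.7 are expected, 8 of them in the same direction. Nurses of both studies shared 4 where 2.85 are expected (one-sided hypergeometric test, p = 0.318), 2 of them in the same direction.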

We found a statistically significant overlap between the DEGs found in the field‐exposed bees and in the apiary‐exposed bees (forager DEGs: five overlapped, hypergeometric test, *p* = .005; nurse DEGs: one overlapped, hypergeometric test, *p* = .049); these genes may be associated with NNI‐related exposure. 

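The 10 genes that Table S1 lists for both castes of the apiary had the same direction in foragers and nurses. For GB43377 and GB52825 the direction turned in at least 1 caste in the second run alone or without a single colony. GB40719 in foragers and GB42797 and GB53776 in nurses turned only with the sequencing lane as a term. That fit compares 1 exposed with 3 unexposed foragers and rests on few bees in nurses, so these turns decide nothing. GB47046 averaged 2.56 ± 0.79 log2 CPM (SD, n = 15 bees) in exposed and 1.80 ± 0.55 (SD, n = 15) in unexposed foragers, and 3.22 ± 0.46 (SD, n = 15) and 2.44 ± 0.47 (SD, n = 15) in nurses. Its log2 fold changes were 0.76 (standard error 0.24, adjusted p = 0.293 from limma) and 0.78 (standard error 0.17, adjusted p = 0.0581 from limma), and neither passed. Over the alternatives set before, GB47046 in apiary foragers ran from 0.57 to 1.54, with a lowest adjusted p of 0.0276, and GB47046 in apiary nurses from 0.47 to 1.29, with a lowest adjusted p of 0.0153. In others the high values lay in bees of a single colony in both castes. GB40547 was high in 4 foragers and 3 nurses of colony C21 and in no other bee, and GB52825 in 3 foragers and 3 nurses of colony C28, where high means above a gap of at least 2 log2 units between bees. Limma's calls shared 0 genes between the castes, from 1 and 6 calls. At an unadjusted p below 0.01 the castes shared 25 genes where 12.2 are expected, all 25 in the same direction (one-sided hypergeometric test, p = 0.00052), and the lists of Table S1 shared 10 where 0.211 are expected (p = 5.69e-15 by the same test). Both castes came from the same 6 colonies, so that differences between colonies are shared by the lists.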

We also found a statistically significant overlap between the DEGs found in the apiary‐exposed nurses and foragers (10 DEGs overlapped, hypergeometric test, *p* < .001), suggesting that there may be a common set of genes associated with clothianidin exposure in both castes. 

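In field bees limma called 0 genes in either caste, and the calls shared 0 genes. At an unadjusted p below 0.01, 893 and 61 of the 10734 genes measured in both castes passed in foragers and nurses, and 7 genes were in both, where 5.07 are expected by chance (one-sided hypergeometric test, p = 0.242), 6 of them in the same direction. The lists of Table S1 hold 275 and 8 of these genes and share 0. Of the genes in Table S1 for field foragers, 242 of the 275 measured averaged higher in exposed field nurses too, with a median log2 fold change of 0.38. Camera ranked this list above the other genes of field nurses at its preset correlation (adjusted p = 1.78e-16), and with an estimated correlation the adjusted p = 0.304. Both castes came from the same colonies, whose deviations from their group correlated between castes from -0.199 to 0.486, above 0.1 in 7 of 9 colonies. The forager and nurse pools of each of these colonies were also sequenced in the same lane. Differences between colonies and between lanes therefore cannot be told apart in these correlations, and either may be shared by the castes.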

The DEGs found in the field‐exposed foragers and nurses did not overlap.

**FIGURE 2:**
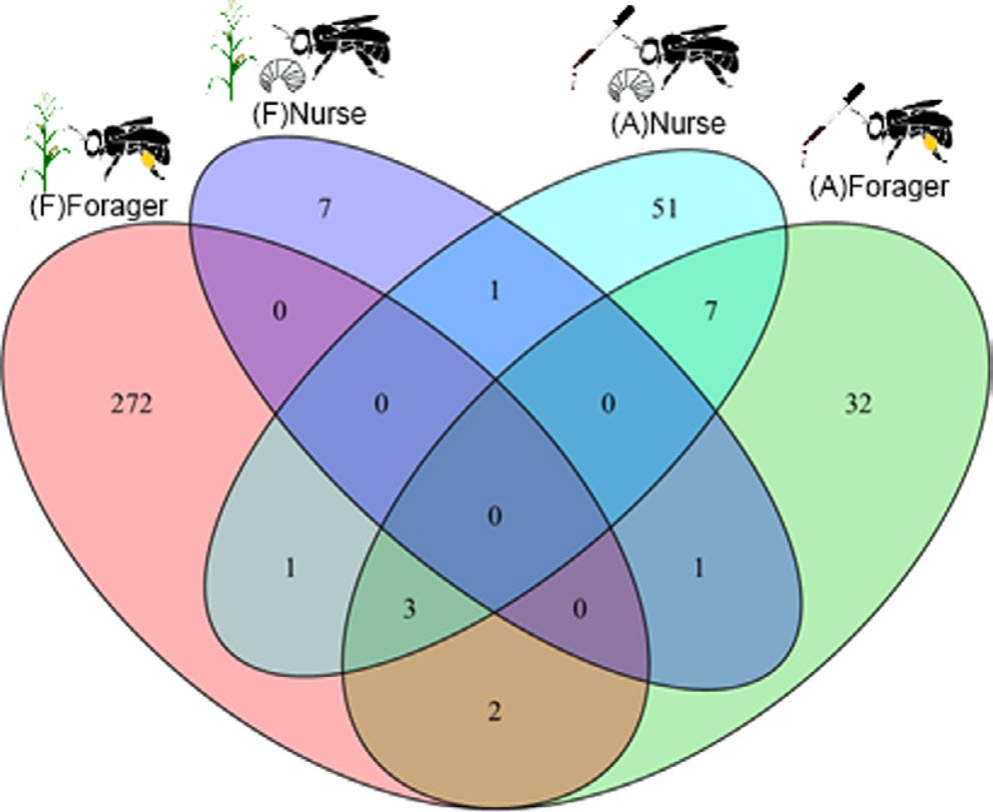
A Venn diagram of the number of overlapping differentially expressed genes between foragers collected in the field study [(F)Forager], nurses collected in the field study [(F)Nurse], foragers collected in the apiary experiment [(A)Forager], and nurses collected in the apiary experiment [(A)Nurse]. Statistically significant overlaps were found between all pairwise comparisons of these four groups (hypergeometric test, *p* < .05)

We compared our data with previously published studies on the transcriptome response following NNI exposure (Table 1). After a Holm–Bonferroni correction of the *p*‐value (Holm, 1979), we found a statistically significant overlap between the DEGs of our field‐exposed nurses and the DEGs reported by Christen et al. (2018) for imidacloprid (3 ppb: hypergeometric test, Holm–Bonferroni *p* = .003; 30 ppb: hypergeometric test, *p* = .004), and thiamethoxam (1 ppb: hypergeometric test, *p* = .007; 10 ppb: hypergeometric test, *p* < .001). We also found a statistically significant overlap between the DEGs found in our field‐exposed foragers and the DEGs found by Christen et al. (2018) in the 30 ppb imidacloprid treatment group (hypergeometric test, *p* = .006). Additionally, a statistically significant overlap was found between the DEGs of our field‐exposed nurses and those reported by Wu, Luo, et al. (2017) (hypergeometric test, *p* < .001). We found no statistically significant overlap between the DEGs in our study and those in the clothianidin treatment group reported by Christen et al. (2018) (3 ppb: 0 DEGs, 30 ppb: hypergeometric test, *p* = .0869). Likewise, we found no statistically significant overlap between the DEGs of our study and those reported by Shi et al. (2017), those reported by Li et al. (2019), and those reported by Morfin et al. (2019) (hypergeometric test, *p* > .1).

**TABLE 1:** Summary of previously published papers on the effects of NNIs on the honey bee transcriptomes and the number of differentially expressed genes (DEGs) overlapping with the current study

Reference	Study design	Exposure duration	Dose and NNI	Sample analyzed	DEGs	Overlapping DEGs			
						Field forager (278)	field nurse (9)	apiary forager (45)	Apiary nurse (63)
Shi et al. (2017)	4‐day‐old workers taken from the hive and exposed in cages	10 days	10 ppb of TMX	Whole bees	609	9	2	3	7
Wu, Luo, et al. (2017)	Newly emerged workers raised in cages for one week and then exposed in cages	Up to 8 days	10 ppb of IMD	Pools of whole bees collected after 1, 2, 4, and 8 days of exposure	509	6	4*	2	3
Christen et al. (2018)	Mixed aged bees collected from the hive and exposed in cages	48 h	3 ppb of CLO	Bee brains and HPG	18	0	0	0	0
			30 ppb of CLO		244	6	1	2	1
			3 ppb of IMD	Bee brains and HPG	26	1	2*	1	0
			30 ppb of IMD		113	7*	2*	0	0
			1 ppb of TMX	Bee brains and HPG	6	0	1*	0	0
			10 ppb of TMX		25	1	2*	0	0
Morfin et al. (2019)	Newly emerged bees fed in cages	7 days	10 ppb of CLO	Bee brains	298	1	2	1	3
Li et al. (2019)	11‐day‐old workers taken from the hive and then exposed in cages	11 days	20 ppb of IMD	Bee brains	131	6	0	0	2
Derecka et al. (2013)	Colonies received sugar syrup with NNI	15 days	2 ppb of IMD	6–9‐day‐old larvae	300	3	4*	1	4
Wu, Chang, et al. (2017)	NNI solution was pipetted into the larvae cell in a colony	4 days	500 ppb of IMD	Bee heads from newly emerged bees	578	13	4*	4	4

Note

Statistically significant overlaps are marked with * and bolded (hypergeometric test, *p* < .05). The numbers denoted in the parenthesis are the number of DEGs found in the current study.

Abbreviations: CLO, clothianidin; HPG, hypopharyngeal gland; IMD, imidacloprid; NNI, neonicotinoid; TMX, thiamethoxam.

We also compared our study with the transcriptome studies that exposed larvae to NNIs (Table 1). We found a statistically significant overlap between our field‐exposed nurse DEGs and the DEGs reported by Wu, Chang, et al. (2017) and Derecka et al. (2013). No other overlap was statistically significant (hypergeometric test, *p* > .1).

## 4 DISCUSSION

In our study, we sought to use a transcriptomic analysis to provide an unbiased snapshot of the effects of field realistic exposure to NNIs on honey bees. First, we performed RNAseq analysis on the brains of foragers and nurses that were collected from colonies located near NNI‐treated corn fields and away from such fields. Second, we performed a similar transcriptomic analysis on the brains of foragers and nurses collected from colonies that were experimentally exposed to field realistic levels of clothianidin spiked into pollen patties relative to a control group. Across both the natural and experimental exposure, the neurogenomic states of exposed bees were clearly distinct from those of the unexposed bees. 

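The distance between exposed and unexposed brains over all genes can be read from where each library falls between the group means when its own colony is left out of those means, at 0 for the unexposed and 1 for the exposed mean. In field foragers 8 of 10 pools fell nearer their own group, with the exposed pool 2J1 at -0.16 and the unexposed pool 1J9 at 0.65 on the other side, and 12 of the 126 ways to group the pools placed as many (p = 0.0952, exact permutation test). In field nurses 4 of 9 pools fell nearer their own group (p = 0.579, exact permutation test over 126 groupings). Of the apiary bees, 7 of 30 foragers and 9 of 30 nurses did, and 7 and 6 of the 10 ways to group the 6 colonies placed as many, a design that cannot give a p below 0.1. This measure was chosen after the values were seen. It weighs each gene by its difference between the group means, so that genes with large differences count most. With its own colony left out, a library's own group mean rests on fewer colonies, which favours the other group. Low counts therefore do not show that the groups are alike. The paper describes exposed bees as distinct from unexposed ones in both studies and concludes that neonicotinoids alter the neurogenomic state of both castes.

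**Figure D3:**
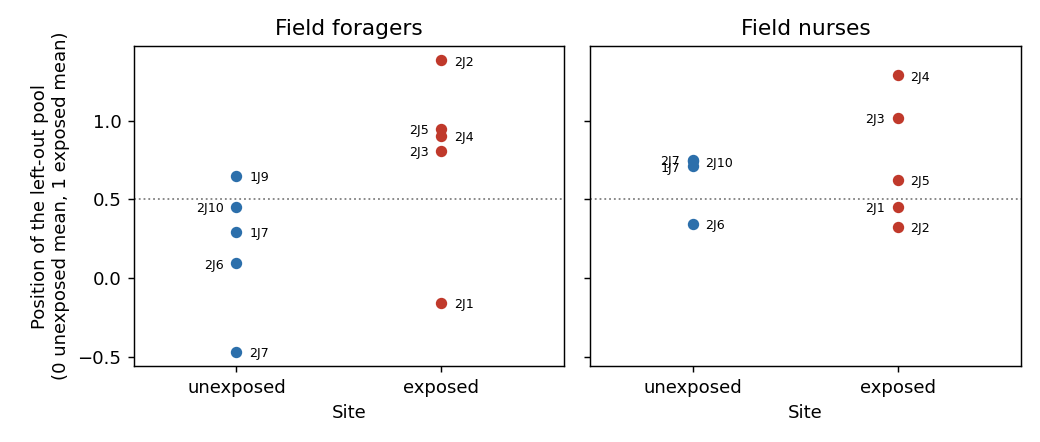
Position of each field pool between the mean of the unexposed pools (0) and the mean of the exposed pools (1) over all genes, with its own colony left out of the means, for foragers (left) and nurses (right). Each point is a pool of 5 brains, and the dotted line marks the middle. The exposed forager pool 2J1 lies at -0.16 and the other exposed forager pools between 0.81 and 1.38.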

Our study unequivocally shows that exposure to sublethal doses of NNIs alters the neurogenomic states of forager and nurse honey bees in a distinct manner.

In honey bees, individual neurogenomic states are associated with many behaviors that impact colony fitness, such as aggression, scouting, foraging, communication (Zayed & Robinson, 2012), and learning and memory (Wang et al., 2013). This close relationship between brain gene expression and behavior is sometimes causal (Zayed & Robinson, 2012), suggesting that NNI‐induced changes to the neurogenomic state of exposed bees can potentially influence important behaviors relating to behavioral maturation, learning and memory, and foraging. Indeed, previous studies have demonstrated that exposure to NNIs can alter learning and memory (Tison et al., 2019; Zhang & Nieh, 2015) and navigation in honey bees (Fischer et al., 2014).

One important finding of our study is that nurses and foragers appear to respond differently to NNIs. 

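Whether the effect of exposure differed between castes was tested as the difference between the exposed minus unexposed contrast of foragers and that of nurses. In the field bees limma called 0 of the 10734 genes measured in both castes, with a lowest adjusted p of 0.722 and 712 genes at an unadjusted p below 0.05. In the apiary bees it called 0 of 11151 genes, with a lowest adjusted p of 0.190 and 1581 genes at an unadjusted p below 0.05. With colony as a block, so that foragers and nurses of the same colony were compared, the counts of called genes were 0 and 0 and the lowest adjusted p 0.827 and 0.0593. The negative binomial test was not run on this difference. The difference carries the spread of both castes, and limma called 0 genes in each field caste on its own. Counts of 0 therefore do not show that the castes respond alike. The paper names different exposure of the castes as a possible reason for the few genes that they share, and its authors believe, from the overlaps between the studies within each caste, that behavioural state is a major factor in the response.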

There was no overlap in DEGs in the field‐exposed nurses and foragers and less than one fifth of DEGs overlapped between the two castes in the apiary bees. It is possible that this is due to the nurses and foragers experiencing different exposure to NNIs. However, given that there is a statistically significant overlap between nurses in the field and apiary and between foragers in the field and apiary, we believe that behavioral state (nurse vs. forager) is a major factor in how gene expression changes after NNI exposure. This indicates that it is crucial for any phenotypic assay to distinguish between these two worker castes, which contribute to colony fitness in different ways. The field RNAseq study strongly suggests that exposure influences phenotypes that are critical for resource gathering such as learning and memory, locomotion, and vision in foragers and phenotypes associated with carbohydrate metabolism in nurses. The latter may impact the ability of nurses to produce high quality brood food (Eischen et al., 1984).

We believe that our data show that field realistic exposure to NNIs affects the developmental process, which manifests itself in different manners during the life cycle of the bee. We found unconventional myosin‐IXb (*LOC551706*) to be upregulated in the exposed foragers in both the field and apiary studies. It is an orthologue to *dachs* in *D*. *melanogaster*, which influences growth through interactions with *Warts*, positive regulation of hippo signaling, and participates in Dachsous–Fat signaling (Misra and Irvine, 2016; Saavedra et al., 2016; Zhang et al., 2016). *LOC100576096* was upregulated in exposed foragers in both studies and in nurses in the apiary. It is described as myosin heavy chain, non‐muscle‐like, which is required for morphogenesis and cytokinesis (Sechi et al., 2014).

Our field‐exposed foragers had 16 transcription factors that were differentially expressed. Most of these transcription factors are known to play a role in the maturation process as bees transition from nursing to foraging (Chandrasekaran et al., 2011). NNIs have been shown to accelerate the maturation process and induce precocious foraging (Colin et al., 2019). Half of the transcription factors are also known to be involved in neural development or differentiation (Table S3). NNIs are known to affect learning and memory in honey bees (e.g., Tison et al., 2019) as well as navigation (Fischer et al., 2014; Tison et al., 2016).

Two of the transcription factors were downregulated in the field‐exposed foragers: *Kr*‐*h1* and *LOC411780*. *LOC411780* is a homologue to *D*. *melanogaster's crol*, which links the Ecdysone steroid hormone pathway and the Wingless signaling pathway. It is required for cell cycle progression, and reducing *crol* expression reduces wing size (Mitchell et al., 2008). *Kr*‐*h1* levels are higher in foragers when compared with nurse bees (Grozinger & Robinson, 2007), and *Kr*‐*h1* levels seem to be related to stable physiological changes that occur during the nurse–forager transition (Fussnecker & Grozinger, 2008).

Genes involved in starch and sucrose metabolism also significantly overlapped between our field‐exposed nurses and adult bees exposed to NNIs by Christen et al. (2018) and Wu, Luo, et al. (2017). Although few genes overlapped between the different groups in our study, GO terms related to glucose metabolism were found in our field‐exposed foragers and GO terms related to amino‐sugar metabolism were found in the apiary‐exposed foragers and nurses. This overlap, despite the varied exposure methods used in the studies, strongly suggests that these metabolic processes are part of the honey bees’ physiological response to NNIs.

A sizable proportion (113/395) of our DEGs had no orthologues or homologues in the fruit fly, which limits our ability to study the molecular functional and biological processes associated with such genes. Although it limits the current functional analysis, the lack of *D*. *melanogaster* homologues indicates that our DEGs contain a large number of taxonomically restricted genes, which tend to be associated with social behaviors of worker honey bees (Johnson & Tsutsui, 2011). It is thus possible that NNI exposure may specifically target genes involved in regulating social behavior in honey bees. Indeed, a recent study found that NNI exposure impairs nursing and alters social dynamics within the nest (Crall et al., 2018).

We found no statistically significant overlap between the DEGs found in our study and those found in three of the seven previously published transcriptomic studies (Li et al., 2019; Morfin et al., 2019; Shi et al., 2017). Some of the discrepancy can be explained by the fact that our field‐exposed bees were exposed to a cocktail of pesticides and thus are unlikely to exhibit the same gene expression response as bees exposed to single compounds (Christen et al., 2017). However, in the apiary study, we exposed our bees to a single NNI, and we did find a significant overlap between our field‐exposed bees and our apiary‐exposed bees, even though the chemical exposure profiles were not the same. In addition, the DEGs we found in our apiary‐exposed nurses, and foragers did not significantly overlap with any of the seven previously published transcriptome studies. We note that overlap in differentially expressed genes between different transcriptomic studies is the norm (Doublet et al., 2017; Guoth et al., 2020; Sobotka et al., 2016; Tsvetkov et al., 2021; Zayed et al., 2012; Zayed & Robinson, 2012). The lack of overlap between our study and others may have been caused by several reasons, including the following: (1) different cohorts of bees chosen for RNAseq analysis, (2) different exposure parameters and compounds, (3) different genetic backgrounds, and (4) cage versus field conditions.

One common problem of performing field studies is the possibility of contamination of the unexposed sites (Tsvetkov et al., 2017). One way we tried to overcome this is by testing for 231 different agrochemicals in six different matrices (pollen, nectar, nurse bees, forager bees, larvae, and dead bees), seven times over the active bee season in Ontario—from early May to late September. Our unexposed site had no detectable levels of NNIs in any of the matrices in any of the time points we sampled (Tsvetkov et al., 2017). It is possible, however, that there were NNIs present below the limits of detection. The limits of detection for NNIs ranged from 0.3 to 1.4 ppb depending on the matrix and particular NNI. Our “unexposed” field bees *may* have experienced small but non‐detectable doses of NNIs. While we can never be certain if the unexposed sites were indeed NNI‐free, our toxicological testing does indicate that our comparison between exposed and unexposed sites still reflect a big difference in the NNI residue experienced by colonies in these two sites in our experiment.

We investigated the effects of field realistic NNI exposure on global gene expression in the honey bee brain. We found that the DEGs are associated with development, particularly in bees exposed under field conditions. We also found no to minimal overlap in the DEGs in our study and in previously published studies, which further demonstrates the importance of conducting honey bee research under colony conditions. Our study offers novel insights into the effects of filed realistic NNI exposure on honey bee nurse and forager gene expressions. Future research could build on this work by exploring the effects of NNIs on metabolic pathways in nurses and on the effects of NNIs on the maturation process in honey bee workers.

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

**Nadejda Tsvetkov:** Conceptualization (equal); Data curation (lead); Formal analysis (lead); Investigation (lead); Methodology (lead); Validation (lead); Visualization (lead); Writing – original draft (lead); Writing – review & editing (lead). **Amro Zayed:** Conceptualization (equal); Funding acquisition (lead); Writing – review & editing (equal).

## Supporting information

Supplementary Material

Figure S2A

Figure S2B

Table S1

Table S2

Table S5

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE178742 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178742).

# Supplementary material for: Searching beyond the streetlight: Neonicotinoid exposure alters the neurogenomic state of worker honey bees
**Source:** Ecol Evol. 2021 Dec 20;11(24):18733–42. doi: 10.1002/ece3.8480
**Supplement:** Supplementary file 1 — Supplementary Material

(Separate File)

Supp. Table 1. Differentially expressed genes found in the brains of 2014 field exposed foragers and nurses and 2015 apairy exposed foragers and nurses.

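Table S1 gives the log2 fold change and false discovery rate of each gene that the paper calls. Set against the fold changes of limma on the deposited log2 CPM, Pearson's r across its genes was 0.970 for field foragers, 0.970 for field nurses, 0.859 for apiary foragers and 0.853 for apiary nurses, and every gene had the same sign. Genes are not independent replicates, and these genes were chosen on the same libraries. Fold changes of the negative binomial test on the recovered reads differed from those of Table S1 by at most 0.0017, in apiary nurses, and by at most 0.00041 in field foragers. Its calls held 265 of the 278, 8 of the 9, 44 of the 45 and 59 of the 63 genes in the table.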

(Separate File)

Supp. Table 2. The functinal anotation analysis of the *Drosophila melanogaster* homologues of the differentially exposed genes found in the brains of 2014 field exposed foragers and nurses and 2015 apairy exposed foragers and nurses.

Supp. Table 3. Differentially expressed transcription factors found in the 2014 filed exposed foragers. 

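Table S3 lists the transcription factors of a published regulatory network of the honey bee brain that the paper calls in field foragers, with the log2 fold change of each and a summary of its fly homologue. In apiary foragers 11 of the 16 averaged higher and 5 lower in exposed bees, with a median log2 fold change of 0.06, and in apiary nurses 2 averaged higher and 14 lower, with a median of -0.09. In field nurses 14 averaged higher and 2 lower, with a median of 0.34. None of the 16 passed limma's test in these 3 tables, over all genes or when adjusted over the list alone.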

Fly (*Drosophila melanogaster)* homologues and their summaries from FlyBase (version FB2020_03) ([Thurmond et al., 2019](#_ENREF_1)).

| Supp. Table 3. Differentially expressed transcription factors found in the 2014 filed exposed foragers. Fly (*Drosophila melanogaster)* homologues and their summaries from FlyBase (version FB2020_03) ([Thurmond et al., 2019](#_ENREF_1)). | | | | |
| --- | --- | --- | --- | --- |
| **Gene ID** | **Symbol** | **logFC** | **Names** | **Fly homologue and its summary** |
| GB43022 | Kr-h1 | -0.603745059 | kruppel homolog 1 | Kruppel homolog 1 (Kr-h1) encodes a transcriptional regulator involved in axon pathfinding, neurite and axon remodeling as well as pupal photoreceptor maturation. In all cases, the function of the product of Kr-h1 is linked to that of the 20-hydroxyecdysone hormone |
| GB49050 | LOC411780 | -0.378313001 | zinc finger protein 578 | crooked legs (crol) encodes a zinc finger transcription factor induced by 20-hydroxyecdysone at the onset of metamorphosis. It regulates wg transcription and cell cycle progression in the wing. Its over-expression in the eye accelerates the cell cycle and de-represses silenced genes. |
| GB45157 | LOC410347 | 0.525648008 | protein big brother | Big brother (Bgb) encodes a beta-subunit of the transcription factor complex core binding factor, which is involved in transcription regulation. It regulates hemocyte proliferation and acts redundantly with the product of Bro in embryonic segmentation |
| GB49611 | LOC724983 | 0.550615975 | retinal homeobox protein Rx1 | Retinal Homeobox (Rx) encodes a homeodomain transcription factor required for processes of brain development. It is involved in growth regulation, proliferation and cell survival. |
| GB52109 | LOC726709 | 0.555363594 | uncharacterized LOC726709 | klarsicht (klar) encodes a member of the Nesprin family that links microtubule motors and various cellular structures. It controls the migration and positioning of nuclei in photoreceptors and muscles. It also regulates the motion of RNP granules in oocytes and lipid droplets in embryos. |
| GB44976 | LOC410253 | 0.616510546 | ataxin-2 homolog | vrille (vri) encodes a bZIP transcription factor acting as an enhancer of decapentaplegic phenotypes both in embryo and in wing. It is involved in hair and cell growth and in tracheal development. Vri is a clock-controlled gene acting as a repressor of the products of Clk and cry. |
| GB40150 | Foxp | 0.6255159 | FoxP protein | Forkhead box P (FoxP) encodes a transcription factor expressed in the nervous system. It is involved in locomotion, operant self-learning and courtship behavior. |
| GB47799 | LOC410468 | 0.633401237 | protein hairy | Flybase: hairy ([h](http://flybase.org/search/h)) encodes a bHLH transcriptional repressor that recruits the corepressor encoded by [gro](http://flybase.org/search/gro) to target promoters. It is a pair-rule gene that contributes to embryonic segmentation and peripheral neurogenesis. |
| GB47057 | LOC113218618 | 0.645198198 | protein tramtrack, beta isoform-like | tramtrack (ttk) - zinc finger - represses neural cell fate in the peripheral nervous system - a master repressor of enteroendocrine cell specification in intestinal stem cell lineages - regulates morphogenetic events during tracheal development. *tramtrack* is expressed downstream of Notch in the peripheral nervous system. |
| GB55387 | LOC100577139 | 0.66540567 | Lilliputian | Lilliputian (lilli) - transcription factor - Fragile X mental retardation 2 (Fmr2) family - Functions in MAPK and Dpp signaling pathways - affects growth, a function associated with the insulin pathway - affects the cytoskeleton early in development. |
| GB49751 | LOC551364 | 0.708469925 | homeobox protein SIX3 | Optix ([Optix](http://flybase.org/search/Optix)) encodes a homeobox containing DNA binding protein and a member of the SIX class of proteins. It functions as a repressor via interaction with the transcriptional co-repressor encoded by [gro](http://flybase.org/search/gro). It is involved in eye formation and morphogenetic furrow movement. |
| GB50686 | LOC408411 | 0.783927745 | transcription factor Sox-2 | SoxNeuro (SoxN) encodes an HMG-domain transcription factor. In early embryos it specifies neural progenitors in the central nervous system, while in later embryos it negatively regulates Wg signaling and controls expression of genes required for denticle construction with the product of ovo. |
| GB45063 | LOC726415 | 0.788613147 | LIM/homeobox protein Lhx9 | tailup (tup) encodes a transcription factor that regulates neuronal sub-type identity, including motor, serotonergic and dopaminergic neuron identity. It regulates germ band retraction, dorsal closure, muscle and heart development. |
| GB44042 | LOC411009 | 0.860651414 | dachshund homolog 2 | dachshund ([dac](http://flybase.org/search/dac)) encodes a transcriptional cofactor that physically interacts with several other retinal determination proteins, including those encoded by [eya](http://flybase.org/search/eya) and [so](http://flybase.org/search/so), and regulates eye, leg, gonad, and brain development |
| GB50048 | Mblk-1 | 0.881577442 | transcription factor mblk-1-like | Ecdysone-induced protein 93F (Eip93F) - Rho-type guanine nucleotide exchange factor (Eip93F) encodes a DNA binding protein that plays an >> important role as an adult determinant during fly metamorphosis. |
| GB44229 | LOC724740 | 0.908857295 | fork head domain transcription factor slp2 | sloppy paired 2 (slp2) encodes a transcription factor of the fork-head family. Together with the product of slp1, it regulates a wide variety of developmental processes including embryonic segmentation, ventral fate specification in the retina, and temporal patterning of the neuroblasts that produce medulla neurons. |

| Supp. Table 4. The overlapping DEGs between the different groups within this study. 

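Table S4 marks with a plus each comparison in which the paper calls a gene, and gives no direction. The putative Mediator subunit 26 gene LOC113218918 (GB51407), marked for field foragers and apiary nurses, had a log2 fold change of 1.47 (standard error 0.65, adjusted p = 0.197 from limma) in field foragers and -0.86 (standard error 0.37, adjusted p = 0.276 from limma) in apiary nurses. GB51407 in field foragers had 0.98 without the exposed pool 2J1, and GB51407 in apiary nurses -0.37 without the unexposed colony C25. CPR5 (GB40299), marked for nurses of both studies, had a log2 fold change of 0.43 (standard error 0.37, adjusted p = 0.596 from limma) in apiary nurses, and GB40299 in apiary nurses had 0.10 (adjusted p = 0.875) without the nurse C21-N3, a fit chosen after the values were seen.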

F2014 stands for field exposed foragers in 2014; N2014 stands for field-exposed nurses in 2014; F2015 stands for apiary exposed foragers in 2015; N2015 stands for apiary exposed nurses in 2015 | | | | | |
| --- | --- | --- | --- | --- | --- |
| **F2014** | **N2014** | **F2015** | **N2015** | **Symbol** | **Description** |
| + | - | + | + | LOC102654154 | uncharacterized LOC102654154 |
| + | - | + | + | LOC100576096 | myosin heavy chain, non-muscle |
| + | - | + | + | LOC102656247 | dynein-1-beta heavy chain, flagellar inner arm I1 complex |
| + | - | + | - | LOC551782 | bestrophin-4 |
| + | - | + | - | LOC551706 | unconventional myosin-IXb |
| + | - | - | + | LOC113218918 | putative mediator of RNA polymerase II transcription subunit 26 |
| - | - | + | + | LOC413693 | cilia- and flagella-associated protein 251 |
| - | - | + | + | LOC726981 | circadian clock-controlled protein |
| - | - | + | + | LOC100576287 | uncharacterized LOC100576287 |
| - | - | + | + | LOC551347 | UPF0605 protein CG18335 |
| - | - | + | + | LOC410606 | protein Skeletor, isoforms B/C |
| - | - | + | + | LOC411651 | Bardet-Biedl syndrome 7 protein homolog |
| - | - | + | + | LOC100577541 | uncharacterized LOC100577541 |
| - | + | + | - | LOC551268 | pancreatic triacylglycerol lipase |
| - | + | - | + | CPR5 | cuticular protein 5 |

(Separate File)

Supp. Table 5 - Summary of previously published papers on the effects of NNIs on the honey bee transcriptomes and the number of differentially expressed genes (DEGs) overlapping with the current study. Additional information regarding maximal DEGs overlapped due to chance.

(Separate File) Supp. Fig. 2. Visualization of the functional analysis of the differentially expressed *drosophila melanogaster* homologues in the 2014 field exposed foragers. Separated into (**A**) “biological regulation” and (**B**) “Others” for clarity. Colored cells represent biological processes that were statistically significantly enriched after a Benjamini correction. The darker the color the lower the p value.

Supp. Fig. 1. The amount of neonicotinoids found in (**A**) the pollen of the colonies located near corn in the 2014 field study and (**B**) in the pollen supplements given to the exposed colonies in the 2015 Apiary Experiment. Bees for the RNA analysis were collected on May 30^th^ in 2014 and at day 30 from the start of the experiment in 2015. ([Tsvetkov et al., 2017](#_ENREF_2))

Sup. Fig. 3. Visualization of the functional analysis of the differentially expressed *drosophila melanogaster* homologues in the 2015 apiary exposed nurses. Colored cells represent terms that appeared in analysis. None of the terms were statistically significant after a Benjamini correction; however the molecular function of ‘chitin binding’ was statistically enriched in the honey bee gene analysis (p=0.019, Sup. Table 2).

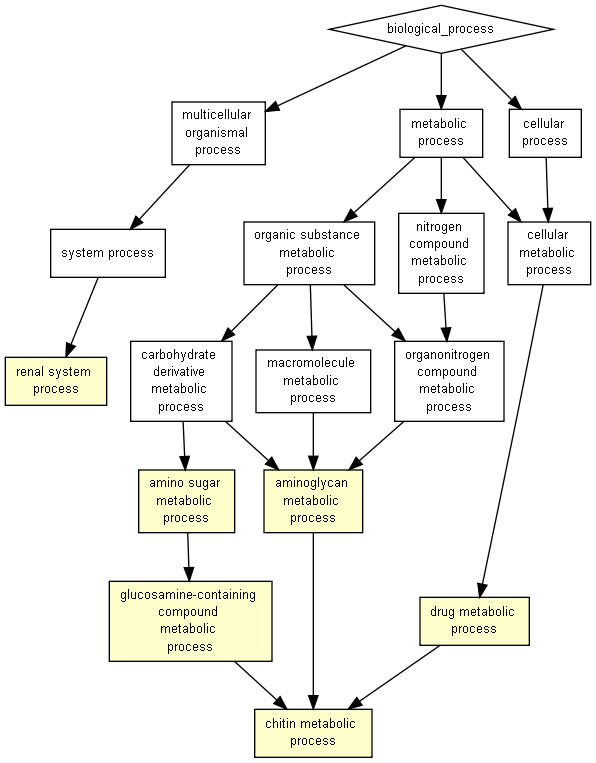

**References**

Thurmond, J., Goodman, J. L., Strelets, V. B., Attrill, H., Gramates, L. S., Marygold, S. J., . . . Trovisco, V. (2019). FlyBase 2.0: the next generation. *Nucleic acids research, 47*(D1), D759-D765.

Tsvetkov, N., Samson-Robert, O., Sood, K., Patel, H., Malena, D., Gajiwala, P., . . . Zayed, A. (2017). Chronic exposure to neonicotinoids reduces honey bee health near corn crops. *Science, 356*(6345), 1395-1397.

How the deposited data were processed for this re-analysis (not part of the article)

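Gene expression was measured by RNA sequencing in brains of worker honey bees, in 19 pooled libraries of the field study (5 brains per pool) and 60 libraries of single brains of the apiary study. The groups were foragers and nurses, exposed and unexposed, and they came from 10 and 6 colonies. Per the paper and the sample labels, the authors trimmed the reads with Trimmomatic 0.36, aligned them to the honey bee genome and quantified expression with STAR, removed genes with low counts, scaled the libraries by TMM with edgeR in R 3.6.3 and wrote log2 CPM, and the log2 values were used as deposited by the authors. Each of the 4 tables (foragers and nurses of the field and of the apiary) was normalized on its own, so libraries were compared within a table, and the castes were compared only by their contrasts. The authors' tables hold the genes left after their filter, 10976 for field foragers and 10852 for field nurses, and all of them were tested.

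Exposed and unexposed libraries were compared within each table with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, two-sided), and genes were called at a Benjamini-Hochberg adjusted p below 0.05 over all genes of the table. No covariate was used. The difference between castes was tested as the difference of their contrasts over the genes in both tables. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Overlaps were tested with a one-sided hypergeometric test over the genes in both tables. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and statmod 1.5.0 served the random block.

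The values of each library rise in equal steps above a floor, and the reads behind them were worked back from these steps. Of the values below 20000 reads, all lay within 0.1 of a whole number. The reads in genes ran from 10.5 to 45.1 M per library with a mean of 26.9 M. The lowest median of reads per condition was 23.7 M, in exposed field foragers. A negative binomial likelihood ratio test was then written for these reads, with Cox-Reid dispersions shrunk to a trend over 500 neighbouring genes with 10 prior degrees of freedom and a prior count of 0.125, since the authors used such a test on counts. It was chosen after the values were seen and is not the main test. On simulated data with 67 genes changed 2 times in each table, limma found 53, 50, 60 and 53 of them and the negative binomial test 57, 52, 62 and 58. Of 67 others changed 1.5 times limma found 28, 18, 50 and 49 and the negative binomial test 38, 29, 52 and 50, with 11, 6, 9 and 10 false calls in all by limma and 26, 20, 14 and 7 by the other test, for field foragers, field nurses, apiary foragers and apiary nurses. The simulated genes were drawn independently, with no differences between colonies or pools. These false calls therefore do not tell how many occur in the real libraries.

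Named genes were chosen by a rule set before the data were examined: every gene that the paper's results, Table S3 or Table S4 name for a comparison, the 10 largest rises and 10 largest falls among the genes called, and genes of Table S1 with the lowest false discovery rate where fewer than 20 were called, with at most 2 unnamed IDs per direction. The paper's values had been seen by then. Gene IDs were paired with names through Table S3 and through fold changes in the text or patterns in Table S4 that match a single gene of Table S1. The reference table of gene symbols matched 0 of the 11525 gene IDs, so the 24 lists of genes by keyword that had been set could not be tested and were left out. The lists tested were the transcription factors of Table S3 and the genes of Table S1.

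Alternatives set before the data were examined were a filter at 1 CPM, log2(CPM + 1), scaling to equal medians, quantile normalization, no trend, robust variances, limma-voom on the recovered reads, the sequencing lane or run as a term, the libraries of the second run alone, the field libraries without the label prefix 1J, colony as a random block, colony means, pairing of castes by colony, and leaving out each pool or colony in turn. Alternatives chosen after the values were seen were the negative binomial test, field nurses without pools 1J7 and 2J7, and apiary nurses without C21-N3. With the lane as a term, exposure is estimated only within lanes that hold both groups. In apiary foragers this leaves 1 exposed bee and 3 unexposed bees, and in apiary nurses few bees. Enrichment of functional terms and overlaps with published studies were not analysed here.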

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

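The tests of the sequencing lane, of the library size and of the tissue, and the fits without pools 1J7 and 2J7, were chosen after the result was seen. Dixon's test set the exposed forager pool 2J1 apart, below the other exposed field forager pools, in 9 of the transcription factors of Table S3. In log2 CPM, with the nearest other exposed pool in brackets, it had 6.35 (7.02) for LOC726709 (GB52109), 6.52 (7.29) for LOC410253 (GB44976), 5.89 (6.82) for Foxp, 6.19 (7.24) for LOC113218618 (GB47057), 7.01 (7.92) for LOC100577139 (GB55387), 3.90 (4.74) for LOC551364 (GB49751), 5.28 (6.43) for LOC726415 (GB45063), 9.70 (10.68) for Mblk-1 and 3.31 (4.44) for LOC724740 (GB44229). The chymotrypsin inhibitor LOC725114 had 1.95 log2 CPM in the exposed field nurse pool 2J2 and 0.21 in the nearest other exposed pool. Of 58 groups tested 10 lay apart in this way, where chance gives 5%, and genes of the same library are not independent.

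The low values of these transcription factors in 2J1 go with its place nearer the unexposed pools over all genes. A fault of its sequencing lane is argued against by exposed pool 2J2, which shared the lane and lay at 1.38 on the axis from unexposed to exposed. Its number of reads is argued against too, since 2J1 had 23.7 M reads in genes, the median of the exposed pools. A wrong label stays open: the nurse pool most like it, rank 1 of 9, was that of its own colony, but only 4 genes could be used and 1 of 8 other pools matched its own colony, so the test decides nothing, a rule set after its outcome was seen. No biological explanation was tested, as the design names none for a single pool.

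In the unexposed nurse pools 1J7 and 2J7, 6 genes of Table S1, among them those of alpha-amylase (GB49854), the lipase LOC551268 (GB43510) and the chymotrypsin inhibitor LOC725114 (GB50118), stood above the other pools. Chance pairing of pools stays open: 1 of the 36 pairs of pools, this one, had as many as 7 genes at least 2 log2 units above all other pools, and the next pair had 3, but the pair was picked for such genes. Tissue other than brain in these pools stays open too: the log2 ratio of 2J7 to 1J7 had an SD of 0.717 over the 6 genes, which were picked for the pattern, and it had either sign, with 1.99 and 3.40 log2 CPM for the lipase and 6.85 and 6.07 for the inhibitor. Differences between colonies stay open and were not tested. Without both pools the log2 fold change of the lipase (GB43510 in field nurses) was 0.98, and the negative binomial test called 22 genes, 17 higher and 5 lower and 3 of them in Table S1, against 8 genes with 7 lower when all pools were kept.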

How the results depend on the processing

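The negative binomial fits and the fits without 1J7 and 2J7 or without C21-N3 were chosen after the data were seen, and the others before. The cause was not tested for any change below. The named genes gave 62 pairs of gene and comparison, some genes standing in more than 1 comparison. Of 1233 alternative fits of these pairs, 11 reversed, 62 lost a call and 87 gained one, 34 of these in alternatives set before. Genes called by limma in field foragers numbered 0 in all alternatives that keep every pool and from 0 to 2921 with 1 pool left out (2921 without 2J1). In field nurses they numbered 0 throughout limma's fits. In apiary foragers there were 6 with the run as a term, 0 on colony means, 23 in the second run alone and 0 to 68 with a colony left out (0 without C26, 68 without C23, 2 without C21 or C25 and 3 without C28). Without C27 there was 1, a gene other than the 1 called first and higher instead of lower. The lane fit of apiary foragers compares 1 exposed bee with 3 unexposed bees, so its number of calls is not given. In apiary nurses the lane fit rests on few bees. In apiary nurses there were 0 with the lane as a term, 2 with the run as a term, 0 with colony as a random block, 0 on colony means, 2 in the second run alone, 0 without C21-N3 and 0 to 157 with a colony left out (0 without C28, 157 without C23, 117 without C21, 25 without C26, 13 without C25 and 2 without C27). The negative binomial test called 297, 8, 49 and 60 genes in field foragers, field nurses, apiary foragers and apiary nurses, 22 in field nurses without 1J7 and 2J7, and 18 in apiary nurses without C21-N3. With 1 pool or colony left out it called 5 (without 2J7) to 2221 (without 2J1), 3 (2J5) to 16 (2J6), 22 (C26) to 155 (C23) and 38 (C27) to 124 (C21). The caste difference was 0 calls in every setting, with pairing by colony as well. Genes shared between foragers of both studies numbered 9 at an unadjusted p below 0.01, 5 by the lists of Table S1 and 5 by the negative binomial test. For nurses of both studies there were 4 and 1 by the first 2 of these, for apiary castes 25, 10 and 11, and for field castes 7 at the unadjusted p. Depth was at least 10.5 M reads in genes per library and limits genes near the floor.

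The lane fit of apiary foragers compares 1 exposed bee with 3 unexposed bees, so its values for gene lists decide nothing. That of apiary nurses rests on few bees. Camera's adjusted p of gene lists moved as follows. In apiary foragers the apiary nurse list reversed with the filter (0.958) and the lane term (0.912), the field nurse list reversed with the lane term (0.0137), and the transcription factors passed with the run term (0.0202) and in the second run alone (0.00308). In apiary nurses the field forager list reversed with the lane term (3.7e-05) and passed with the run term (0.00857) and in the second run alone (0.0230), the field nurse list passed on colony means (0.0110) and in the second run alone (0.0230), and the transcription factors reversed with the lane term (0.850) and passed with the run term (0.00857) and in the second run alone (0.0272). In field foragers the apiary nurse list passed with the lane term (0.0385), the run term (0.0379) and without the 1J pools (0.0328), and the field nurse list reversed with the lane term (0.347) and the run term (0.890). In field nurses the apiary forager list no longer passed with log2(CPM + 1) (0.0531) or quantile normalization (0.121). With a pool or colony left out, adjusted p in apiary foragers ran from 5.3e-07 to 0.142 for the field forager list, 0.00422 to 0.786 for the field nurse list and 0.0313 to 0.768 for the transcription factors. In apiary nurses it ran from 8.8e-12 to 0.414 for the field forager list (reversed without C26), 0.0428 to 0.809 for the field nurse list and 0.00011 to 0.793 for the transcription factors. In field foragers it ran from 0.0495 to 0.204 for the apiary forager list, 0.0380 to 0.204 for the apiary nurse list and 0.312 to 0.896 for the field nurse list. In field nurses it ran from 0.00866 to 0.149 for the apiary forager list, 0.000121 to 0.144 for the apiary nurse list and 2.8e-05 to 0.628 for the transcription factors. With an estimated correlation none of the lists above passed in the table it is given for, in any of these fits, and their lowest adjusted p was 0.128. The apiary forager list in apiary nurses, not among those above, passed with an estimated correlation with log2(CPM + 1) (0.0491), median scaling (0.0405), quantile normalization (0.00665), the lane term (0.00869) and without C21-N3 (0.00999).

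Log2 fold changes that reversed were 0.98 for GB43510 in field nurses without 1J7 and 2J7, and, with the lane term, 1.32 for GB43510 in apiary foragers, -0.59 for GB40719 in apiary foragers, -0.16 for GB42797 in apiary nurses and 0.13 for GB53776 in apiary nurses. In apiary foragers the lane fit compares 1 exposed bee with 3 unexposed bees, and in apiary nurses it rests on few bees, so these reversals decide nothing. In the second run alone GB52825 in apiary nurses had -0.26. With a colony left out the values ran from -0.32 to 1.26 for GB48190 in apiary foragers, -0.015 to 1.48 for GB43377 in apiary foragers, -0.42 to 1.47 for GB52825 in apiary foragers, -1.35 to 0.012 for GB55100 in apiary nurses and -0.18 to 1.51 for GB52825 in apiary nurses. The unnamed IDs among these are genes of Table S4 and are printed here because their values reversed, which was seen only afterwards.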

Differences from the paper's values

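At the paper's threshold, an adjusted p below 0.05, the numbers of genes called differ from the paper's. The paper's counts are 278 in field foragers, 9 in field nurses, 45 in apiary foragers and 63 in apiary nurses, and limma called 0, 0, 1 and 6, with 2657, 454, 1082 and 1712 genes at an unadjusted p below 0.05. None of the alternatives set before the data were examined brought these 4 counts within 1.5 times the paper's. For genes with higher values the paper's counts are 251 in field foragers, 2 in field nurses, 38 in apiary foragers and 41 in apiary nurses, against 0, 0, 0 and 3 here. Of these, the count of apiary foragers came within that bound without colony C23 (45) and that of apiary nurses without colony C21 (42), and no other alternative set before did so. For lower values the paper's counts are 7 in field nurses and 7 in apiary foragers, against 0 and 1 here, and the second came within the bound in the second run alone (8). The negative binomial test, chosen after seeing the values, called 297, 8, 49 and 60 genes, of which 261, 1, 41 and 38 were higher, and dropped 13, 1, 1 and 4 of the genes that the paper calls. It had 7 lower genes in field nurses and 8 in apiary foragers, and left the count of higher genes in field nurses outside the bound.

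The paper calls 16 transcription factors of Table S3 in field foragers and limma called 0, and 16 without pool 2J1, the only alternative set before that closed the gap. With the negative binomial test, chosen after seeing the values, 15 were called and 1 dropped. The paper counts 5 genes shared by foragers of both studies, 1 by nurses of both studies and 10 by the castes of the apiary, and limma's calls shared 0, 0 and 0. The paper's own lists, an alternative set before, share 5, 1 and 10, and the same direction or an unadjusted p below 0.01 did not come within the bound. By the negative binomial test, chosen after seeing the values, 5, 0 and 11 were shared.

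For log2 fold changes, a gap counts as closed where the values differ by no more than the standard error here. The measures are unlike: values here are differences between means of log2 CPM, while the paper's come from edgeR on counts. The negative binomial test, on counts too, compares mean rates, in which a few very high libraries weigh more. The paper's value is -5.62 for LOC406114 in field nurses and the value here -4.25 (standard error 1.07). By that measure it was closed by limma-voom (-4.28), only because its standard error is 1.71, and by leaving out pool 2J6 (-5.14), 2J10 (-4.97) or 2J2 (-4.54, standard error 1.14). The paper's value for LOC551268 in field nurses is -4.09, against -1.80 here, with no alternative set before that closed it. For LOC100576096 in apiary foragers the paper's value is 3.47, against 1.79, and 2.88 with the run as a term or in the second run alone, which closed it. All unexposed foragers are in the second run, so both fits give the same contrast. Of the 8 exposed foragers in that run, 5 are of C21, the colony with the high values. For LOC409360 in apiary foragers the paper's value is -2.02, against -0.97, for LOC725804 in apiary nurses 8.51, against 1.99, and for AMP deaminase 2 in apiary nurses 6.26, against 1.68, and no alternative set before closed these. For LOC107965368 in apiary nurses the paper's value is -2.15, against -0.83, closed by the lane as a term (-1.79). That fit rests on the few nurses in lanes with both groups. The other alternatives set before left each of these apart. Fold changes of the negative binomial test, chosen after seeing the values, were -5.62, -4.09, 3.47, -2.02, 8.51, 6.26 and -2.15 for these 7 genes in the same order. The paper's mean of 41.7 M sequences per sample is of sequences left after trimming, against a mean of 26.9 M reads in genes here, which is another quantity.

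The paper states that the lipase gene LOC551268 was also differentially expressed in apiary nurses, while Tables S1 and S4 mark it for field nurses and apiary foragers. The paper states that exposed and unexposed bees were clearly distinct over both studies. Here 8 of 10 field forager pools, 4 of 9 field nurse pools, 7 of 30 apiary foragers and 9 of 30 apiary nurses lay nearer their own group over all genes, by a measure chosen after the values were seen. In the same order, 12 of 126, 73 of 126, 7 of 10 and 6 of 10 groupings placed as many. Leaving out a library's own colony favours the other group, so low counts do not show that the groups are alike.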

Other observations

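The tests on other groupings of the samples, and the gap of 2 log2 units between bees, were chosen after the result was seen. Of the genes that the paper calls in apiary foragers, 29 of the 42 measured in apiary nurses averaged higher in exposed nurses (camera, adjusted p = 0.00436, and adjusted p = 0.0745 with an estimated correlation), but both castes come from the same 6 colonies, and 10 of these genes are called in both castes by the paper. Of the genes that it calls in field foragers, 198 of 277 averaged higher in exposed apiary foragers, with a median log2 fold change of 0.06 (camera, adjusted p = 0.00105, and adjusted p = 0.522 with an estimated correlation). Of those that it calls in apiary nurses, 38 of 52 averaged higher in exposed field nurses but only 27 of 52 had the sign of the list (adjusted p = 0.00544, and adjusted p = 0.227 with an estimated correlation).

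In apiary nurses the colonies C21, C25 and C28, of which C25 was unexposed, differed from C23, C26 and C27 in 2867 genes by limma, 1177 higher and 1690 lower, which points to a structure of the samples other than exposure. Sequencing run is argued against, since 3696 genes were called with the run as a term. A batch of the nurse libraries stays open: of the 2856 of these genes measured in foragers, 28.3% had the same sign there, which lies outside both ranges that had been set for the test. Genes that are on in some bees and off in others may follow inherited differences between colonies: with a gap of 3 log2 units, fixed first, 7 genes qualified, and in 66.7% of the 3 without a tie the same colony led in both castes, where chance gives 16.7%. With a gap of 2, the second of 2 gaps run, 16 genes qualified and the share was 66.7% of 6, too few in both cases, by a minimum of 10 genes set afterwards, so that neither decides.

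Other groupings of the same libraries show how often chance gives as much. Where the real grouping had 0 calls every grouping has at least as many, so that count decides nothing: 100 of 100 in field foragers (highest other 2740), 100 of 100 in field nurses (highest other 3), and for the difference between castes 100 of 100 in the field (highest other 2) and 10 of 10 in the apiary (highest other 2557, for C21, C25 and C28). For field foragers, 6 of 100 had as many genes at an unadjusted p below 0.05 (2657, highest other 4271), so chance is not excluded. The highest grouping joined the unexposed pool 1J9 with the exposed pools other than 2J1 for both of these counts, and so points to a structure of the samples. Without 2J1, 1 of 100 groupings, the real one, had as many as 2921 (highest other 1764), which decides nothing either, since the pool was left out for the place of its values in the real grouping alone. When each grouping lost the pool that left it the most calls, 2 of 100 had as many as 2921, a share under 0.05. The highest other, with 3603, was the same 4 exposed pools against 2J1 and 4 unexposed pools. This test was added last, after the outcome of the others on the same pools was known, so it does not exclude chance. By the negative binomial test 5 of 100 had as many as 297 (highest other 2179), and chance is not excluded. For field nurses, 28 of 100 had as many as 454 at the unadjusted p (highest other 2349), and 36 had as many as 8 by the negative binomial test (highest other 55), so chance is not excluded. With apiary bees regrouped, 4 of 100 groupings had as many as the 1 gene in foragers (highest other 3) and 1 of 100 as many as the 6 in nurses (highest other 3), so chance over bees is excluded, but bees of a colony are not independent. With the 6 colonies regrouped the 10 groupings are too few for a share under 0.05: 9 had as many as 1 in foragers (highest other 37) and 6 as many as 6 in nurses (highest other 2867), and by the negative binomial test 6 had as many as 49 (highest other 105) and 5 as many as 60 (highest other 1533).

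For gene lists by camera, chance is not excluded for the transcription factors in field foragers (p = 4.8e-06, as low in 11 of 100 groupings, lowest other 2.9e-08). In field nurses it is not excluded for the apiary forager list (p = 0.0406, 14 of 100, lowest other 0.00438), the apiary nurse list (p = 0.00274, 23 of 100, lowest other 6.5e-08), the field forager list (p = 4.4e-17, 31 of 100, lowest other 1.5e-40) or the transcription factors (p = 0.00408, 54 of 100, lowest other 6.4e-10). In the apiary the 10 groupings of colonies are too few: the field forager list in apiary foragers had p = 0.000263 (as low in 4, lowest other 3.0e-07) and the apiary forager list in apiary nurses p = 0.00109 (as low in 1, lowest other 0.0122).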
